A study of Homo sapiens with 4 samples. Its data were reported in "The pan-cancer lncRNA PLANE regulates an alternative splicing program to promote cancer pathogenesis" (2021).

How the data were processed

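RNA of A549 cells transfected with a control siRNA (si-ctrl, 2 samples) or a PLANE siRNA (si-PLANE, 2 samples) had been made into PCR-amplified Nanopore cDNA libraries. Per the study's methods, the authors discarded short and low-quality reads, removed rRNA reads and kept full-length reads with primers at both ends. They built consensus isoforms with minimap2 and pinfish on hg19, collapsed them with cDNA_Cupcake, and mapped the reads to known and new transcripts together. The deposited full table gives the raw count of full-length reads per transcript as the authors made it, with no normalization. It also gives CPM values, which the authors made by scaling the counts to each library's total. The authors' adjusted p-value and log2 fold change columns come from DESeq2 on 2 samples against 2. The shorter deposited table holds the CPM of the 294 transcripts that the authors called at an adjusted p of 0.01 and a 2-fold change, and its CPM equal those of the full table for all 294.

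The full table holds 95143 transcripts of 23564 genes or loci, 3416 of them unannotated loci. Of these transcripts 81765 are known, 12987 new, 390 new lncRNA and 1 known lncRNA, and 64830 had a read in at least 1 library. The authors' table gives an adjusted p for 34160. All per-sample columns could be matched to a sample by their names. The si-ctrl libraries held 7573999 and 4951631 counted reads and the si-PLANE libraries 5005128 and 4410107. A count of 0 was read as a level of up to 3 counts of the library total.

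Counts were tested with edgeR 4.0.16 in R 4.3.3, after filterByExpr, TMM scaling and a quasi-likelihood fit (glmQLFit, glmQLFTest), with Benjamini-Hochberg adjustment at 0.05. Gene counts were the sum over the transcripts that the deposited table assigns to a gene. Levels in the text are CPM after TMM scaling with SD over the 2 samples of a group, except where library totals are named. Isoform usage was tested with diffSpliceDGE and its Simes test over the filtered transcripts of each gene. Gene lists with at least 3 tested genes were tested with camera at its preset correlation of 0.01, with fry and with camera's estimated correlation beside it. The biological coefficient of variation was 0.113 for genes and 0.117 for transcripts. Groups of 2 were compared by exact two-sided permutation tests. Positions and lengths came from GENCODE v44 lifted to GRCh37, which gave a length to 87.2% of the tested genes and to 64.5% of the tested transcripts. The trend over length was therefore removed for genes only, and a check of length for transcripts leaves out those without one.

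Groups, tests, gene lists, the rule for named genes and the first set of alternatives were fixed before the data were examined. The lists covered E2F and replication genes, the G2/M checkpoint, the mitotic spindle, p53 targets, hnRNP proteins, splicing factors, the NCOR complex, nuclear receptor, AP-1 and NF-kB, interferon, stress response, NRF2, cholesterol and hypoxia genes, epithelial and mesenchymal markers, ribosomal proteins, mitochondrially encoded genes, OXPHOS subunits, 3q29 neighbours of PLANE, markers of fibroblasts, leukocytes and endothelium, and housekeeping genes. Named genes were PLANE, MELTF, HNRNPM, E2F1, and the 10 largest rises and 10 largest falls among genes that passed, had no overlap between groups and a mean of at least 5 CPM. The same rule took 5 transcripts in each direction, 2 to 4 members of each list by smallest p, and the 10 genes of smallest adjusted p for isoform usage. The exceptions are the largest falls outside blood markers, list members named because a count of passing members was 5 or fewer, GAPDH, NCOR1, marker genes of blood cells, and the genes of the other observations, all chosen after their values were seen.

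The alternatives fixed beforehand were DESeq2's size factors, no low-count filter, each library left out, the replicate number as a block, DESeq2 1.42.0, limma-voom (limma 3.58.1), and other tests and filters for isoform usage. Alternatives chosen after the data were seen were scaling by library totals, removal of each library's trend over gene length (lowess span 0.3) and leaving out blood marker genes. The tests were checked on simulated counts with known changes. Among 12152 simulated genes, 1.5-fold, 2-fold and 4-fold changes were recovered for 20.0%, 67.2% and 98.4% of the changed genes. These were 13, 45 and 62 genes, beside 16 false calls. Among 26028 transcripts they were recovered for 8.20%, 31.2% and 88.3%, or 5, 19 and 53 transcripts, beside 8 false calls. At both levels the false share of all calls was above the adjusted p threshold of 0.05. The simulation therefore does not show that false calls were held to that threshold. PLANE itself was not analysed here, and a few items that the rule for named genes takes are not reported here.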

Results

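The long noncoding RNA PLANE, which the study describes as upregulated in many cancers and as a regulator of alternative splicing (AS), was silenced with siRNA in A549 cells, a human lung adenocarcinoma line. Full-length cDNA of the cells was read on a Nanopore instrument, so that each read could be assigned to 1 transcript. The 4 libraries fell into 2 groups of 2, cells transfected with a control siRNA (si-ctrl) and cells transfected with a PLANE siRNA (si-PLANE). The si-ctrl libraries held 7573999 and 4951631 counted reads and the si-PLANE libraries 5005128 and 4410107. Reads fell on 17794 and 17205 genes in the si-ctrl libraries and on 17636 and 17433 genes in the si-PLANE libraries. A transcript with 0 reads could be present at up to 0.396 and 0.606 CPM (counts scaled to the depth of the library) in the si-ctrl libraries and at up to 0.599 and 0.680 CPM in the si-PLANE libraries. Such limits and counting intervals cover counting error only, since PCR-amplified reads without molecular identifiers are not independent molecules. The labels do not say whether the samples of a group came from separate cultures, so the p-values measure only the spread between these samples, which may be technical.

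The replicates of a group were taken as separate samples, as the labels give them. The chi-square statistic per degree of freedom was 2.90 over 12115 genes between the si-ctrl replicates and 5.29 over 12082 genes between the si-PLANE replicates, a measure that treats reads as independent molecules and so does not show how the samples were made. Across 9084 genes, which are not independent replicates, log2 CPM values correlated at 0.990 between the si-ctrl libraries and at 0.980 between the si-PLANE libraries, and at 0.951 to 0.959 between libraries of different groups. Mitochondrially encoded genes held 3.05% and 3.41% of the si-ctrl reads and 3.07% and 3.02% of the si-PLANE reads. The 10 most abundant genes took 11.9% and 12.2% of the si-ctrl reads and 10.4% and 11.6% of the si-PLANE reads, and unannotated transcripts took 13.2% and 13.6% against 13.5% and 13.7%. The mean annotated length of the counted transcripts was 1952 and 1955 nt in the si-ctrl libraries against 2073 and 2027 nt in the si-PLANE libraries. Genes of the fixed ribosomal protein list held 17.2% and 16.8% of the si-ctrl reads against 15.2% and 15.6% of the si-PLANE reads. With 2 libraries against 2, an exact two-sided permutation test of any of these values cannot go below p = 0.333.

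The targeted gene was examined first. PLANE (MELTF-AS1, ENSG00000228109, chromosome 3, 196726331 to 196731615 on the plus strand of GRCh37) lies within MELTF, a protein-coding gene read from the opposite strand. No value for PLANE was analysed here, so the level of the knockdown was not measured in these libraries and the group names rest on the labels. MELTF, given under its older symbol MFI2 (ENSG00000163975, chromosome 3, 196707461 to 196756706, minus strand), was at 11.8 ± 1.32 CPM in si-ctrl and 12.4 ± 6.84 CPM in si-PLANE cells (SD, n = 2 each), a log2 fold change of 0.12 with an edgeR adjusted p = 0.827. Its sign turned without si-ctrl replicate 1 (-0.02) and without si-PLANE replicate 1 (-0.62). The counting of this gene and its antisense partner was not stated to use strand, so their reads are uncertain. Of 18 tested genes in the neighbourhood of PLANE at 3q29, 0 rose and 2 fell at gene level, also 0 and 2 when adjusted over the list alone, and 1 and 2 with scaling by library totals. On the TMM scale they were RPL35A, a large-subunit ribosomal protein, which fell by 0.52, and TFRC, the transferrin receptor, which fell by 0.72 on the log2 scale. The median of the list was 0.00, or 0.25 when libraries were scaled by their totals, and camera gave an adjusted p = 0.718.

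The question of the main comparison was which genes differed between si-PLANE and si-ctrl cells. The labels name no second PLANE siRNA, so loss of PLANE and other effects of the siRNA cannot be told apart here. The largest rises were in histone genes, as far as their RNA was captured in these cDNA libraries. HIST2H2BE, which encodes a histone H2B, rose from 4.71 ± 2.93 to 47.4 ± 7.11 CPM (log2 fold change 3.42 ± 0.30, SE; n = 2 each; edgeR adjusted p = 0.000126), with a log2 fold change of 2.79 without si-ctrl replicate 1 and 4.14 without si-ctrl replicate 2. HIST1H4H (histone H4) rose 8.66-fold, HIST1H2AC (histone H2A) 7.26-fold, HIST1H2BJ (histone H2B) 6.48-fold, HIST2H2AA3 (histone H2A) 4.50-fold and HIST1H1C (linker histone H1.2) 4.38-fold, to 139.6 ± 9.65 CPM for the last. NUPR1, a stress-induced transcriptional regulator, rose 7.78-fold from 2.04 ± 0.42 to 16.5 ± 0.92 CPM. The unannotated locus ONT.9149 rose 4.92-fold and SLC6A16, an orphan member of the neurotransmitter transporter family, 4.57-fold. SLC39A3, a zinc transporter, rose by a log2 fold change of 2.16 that rested on si-PLANE replicate 1, with 83 reads against 15 in si-PLANE replicate 2; without si-PLANE replicate 1 it was 0.59 (adjusted p = 0.456), and the adjusted p was 0.114 without si-ctrl replicate 1, 0.0967 without si-ctrl replicate 2 and between 0.00126 and 0.456 over all 4 libraries left out in turn. The adjusted p of SLC6A16 became 0.0581 without si-PLANE replicate 1. Histone genes of the same family share coding sequence, so the split of reads between members of a family may be uncertain and was not tested.

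Most of the largest falls were in genes of blood cells. Reads of the haemoglobin genes HBA1, HBA2 and HBB, which encode the alpha and beta chains, numbered 8439 in si-ctrl replicate 1, 242 in si-ctrl replicate 2, and 18 and 7 in the si-PLANE libraries. Reads of HBG1 and HBG2, which encode haemoglobin gamma chains, numbered 2385, 22, 2 and 0 in the same order. Reads of the neutrophil defensin genes DEFA1, DEFA1B and DEFA3 numbered 556 and 244 in the si-ctrl libraries and 1 and 4 in the si-PLANE libraries, and those of S100A8, a calcium-binding protein of neutrophils and inflamed epithelia, 97 and 94 against 3 and 3. Among 8 genes of leukocytes, CORO1A had 13 and 6 reads in the si-ctrl libraries against 1 and 0 in the si-PLANE libraries, LAPTM5 7 and 3 against 0 and 0, CD52 2 and 1 against 0 and 0, TYROBP 2 and 2 against 1 and 0, CD74 3 and 0 against 1 and 1, PTPRC 2 and 0 against 1 and 1, SPI1 0 and 1 against 0 and 1, and LYZ 0 in all 4. The 35 marker genes of red cells and granulocytes together held 0.164% and 0.0210% of the si-ctrl reads and 0.00785% and 0.00642% of the si-PLANE reads. In the si-PLANE libraries most of this share came from SLC25A37 (201 and 137 reads) and BPGM (136 and 106 reads). These 2 red-cell markers had reads in all 4 libraries. HBG1, HBA2, HBB and HBA1 passed edgeR's test at gene level (adjusted p = 0.0138, 0.00686, 0.00394 and 0.00868) and did not with limma-voom (0.280, 0.307, 0.215 and 0.326). Without si-PLANE replicate 1 their adjusted p was 0.155, 0.110, 0.0863 and 0.128, without si-PLANE replicate 2 it was 0.0754 for HBG1 and 0.0557 for HBA1, and without si-ctrl replicate 1 it was 0.0546 for HBG1. These alpha, gamma and defensin copies share reads, so the single genes are uncertain.

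**Figure D1:**
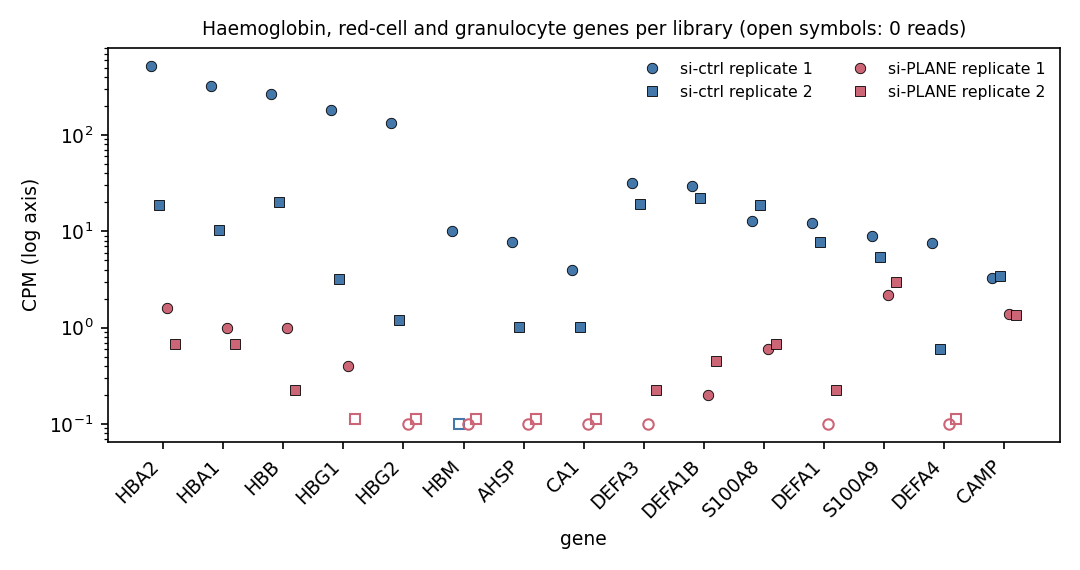
CPM of library totals (log axis) of 15 haemoglobin, red-cell and granulocyte genes in each of the 4 libraries, circles for replicate 1 and squares for replicate 2, with open symbols below the level of 1 read for libraries with 0 reads. Marker genes with few reads were left out, as were the red-cell markers SLC25A37 and BPGM, which had reads in all 4 libraries. The summed CPM of HBA1, HBA2 and HBB was 1114 in si-ctrl replicate 1, 48.9 in si-ctrl replicate 2, 3.6 in si-PLANE replicate 1 and 1.59 in si-PLANE replicate 2.

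The 10 genes or loci with the largest falls outside these blood markers were listed after the blood genes had been seen. TFPI2, an inhibitor of serine proteases of the matrix and of coagulation, fell from 1068 ± 54.3 to 217 ± 0.0496 CPM, 4.93-fold lower (log2 fold change -2.30 ± 0.08, SE; n = 2 each; edgeR adjusted p = 1.49e-06). DUSP5, a nuclear phosphatase of ERK kinases, was 6.08-fold lower, CSF1, the growth factor of macrophages, 5.36-fold, BCL2A1, an anti-apoptotic BCL2 family member and NF-kB target, 5.28-fold, SCPEP1, a serine carboxypeptidase, 4.50-fold, CDCP1, a transmembrane substrate of SRC kinases, 4.20-fold, and EMR1, an adhesion G protein-coupled receptor, 4.16-fold. The unannotated loci ONT.12890, ONT.9261 and ONT.10782 were 7.74-fold, 4.30-fold and 4.19-fold lower. All 10 passed when any 1 library was left out.

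For gene-level differential expression, edgeR's quasi-likelihood test found that 1186 genes rose and 1538 fell among 12152 tested, 22.4% of them, and 4391 had an unadjusted p under 0.05. Of the genes that passed, 449 had risen and 312 had fallen at least 2-fold. Leaving out the blood marker genes gave 1210 rises and 1558 falls, with 2704 of the 2724 calls shared. The balance of directions depended on scaling. With library totals alone in place of TMM, the median log2 fold change of all genes moved up by 0.25 and the split became 2828 rises against 693 falls, 80.3% upward in place of 43.5%. Changes below are relative to the TMM scale unless stated. The number of calls was 984 without si-ctrl replicate 1, 1286 without si-ctrl replicate 2, 1209 without si-PLANE replicate 1 and 2620 without si-PLANE replicate 2, and 1378 with DESeq2.

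Genes of the cell cycle fell together. Of 29 tested E2F and DNA replication genes, 0 rose and 18 fell (20 when adjusted over the list alone), with a median log2 fold change of -0.74. FEN1, the flap endonuclease of Okazaki fragments, was 3.36-fold lower, CDC6, which loads the replicative helicase, 2.85-fold, GINS2, a helicase cofactor, 2.47-fold, and MCM7, a helicase subunit, 2.25-fold (271 ± 4.51 to 120.5 ± 7.81 CPM; SD, n = 2 each). Of 25 G2/M checkpoint genes, 0 rose and 20 fell (23 when adjusted over the list alone), with a median of -0.71. CCNB1, the mitotic cyclin B1, fell from 479.5 ± 24.7 to 218 ± 0.495 CPM, and CKS2, AURKA and MAD2L1, a cofactor of CDK1, a mitotic kinase and a spindle checkpoint protein, were 2.27-fold, 2.01-fold and 2.12-fold lower. Of 24 mitotic spindle genes, 0 rose and 14 fell (16 when adjusted over the list alone), with a median of -0.56, among them ANLN and RACGAP1, which act in cytokinesis, and ECT2, an exchange factor they work with, at log2 fold changes of -0.93, -0.91 and -0.75. With scaling by library totals 0 rose in each of the 3 lists, 16, 15 and 8 fell, and the medians were -0.48, -0.46 and -0.31. Without si-ctrl replicates 1 and 2 and si-PLANE replicates 1 and 2 in turn, 8, 8, 9 and 12 of the spindle genes fell. E2F1, the transcription factor of the first list, fell from 12.9 ± 0.33 to 6.34 ± 1.50 CPM (log2 fold change -1.04, edgeR adjusted p = 0.0131), a call lost without si-ctrl replicate 1 (0.0782), without si-PLANE replicate 1 (0.0845) and with DESeq2 (0.0684). Camera gave adjusted p = 7.2e-16, 7.2e-16 and 2.75e-07 for the E2F, G2/M and spindle lists at its preset correlation, and adjusted p = 0.239 with an estimated correlation for each. All 11 lists that passed camera lost their call in this way, and 4 of 21 lists had an unadjusted p under 0.05 with the estimated correlation. That correlation was estimated from 4 samples in 2 groups, so here and below a lost call can reflect low power as well as correlated genes. Fry, which does not set a list against the other genes, passed 9 of these 11 lists and also the p53 list upward, but not the splicing factor (adjusted p = 0.102) and mitochondrially encoded (0.148) lists.

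Targets of p53 and CDK inhibitors moved both ways. Of 20 tested genes, 5 rose and 2 fell (7 and 2 when adjusted over the list alone), with a median of 0.43, against 9 rises, 2 falls and a median of 0.69 with scaling by library totals. Camera gave an adjusted p = 0.163 and fry an adjusted p = 0.0448. GADD45A, a stress-induced cell cycle inhibitor, was 2.90-fold lower and CCNG1, a cyclin under p53 control, fell by 1.00 on the log2 scale (adjusted p = 0.0556 without si-PLANE replicate 1). The rises were in XPC, a DNA damage sensor (0.89), TP53I3, a quinone oxidoreductase (0.56), BAX and BBC3, which promote apoptosis (0.46 and 1.10), and MDM2, the ubiquitin ligase of p53 (0.83), the last 3 named after their values were seen. None of these 5 rises held in every leave-out, and 1, 1, 0 and 4 genes of the list rose without si-ctrl replicates 1 and 2 and si-PLANE replicates 1 and 2. Without si-ctrl replicate 1 the adjusted p was 0.0865 for XPC, 0.0719 for TP53I3, 0.186 for BAX and 0.126 for MDM2. Without si-ctrl replicate 2 it was 0.109 for TP53I3, 0.0539 for BAX, 0.0685 for MDM2 and 0.159 for BBC3. Without si-PLANE replicate 1 it was 0.0584 for XPC, 0.106 for TP53I3, 0.125 for BAX, 0.120 for MDM2 and 0.127 for BBC3, and without si-PLANE replicate 2 it was 0.0915 for BBC3, whose log2 fold change ran from 0.74 to 1.74 over the leave-outs. With DESeq2 it was 0.0776 for XPC, 0.152 for MDM2 and 0.133 for BBC3.

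Targets of AP-1 and NF-kB fell more often than they rose. Of 23 tested, 2 rose and 13 fell, the same numbers when adjusted over the list alone, with a median log2 fold change of -0.56, against 2 rises, 10 falls and a median of -0.30 with scaling by library totals. The chemokine CCL20 fell from 644 ± 34 to 158 ± 5.30 CPM (SD, n = 2 each), 4.06-fold lower, the inhibitor of apoptosis BIRC3 was 3.13-fold lower, the neutrophil chemokine IL8 2.70-fold and the monocyte chemokine CCL2 2.16-fold. The rises, named after their values were seen, were in JUN and FOSB, themselves AP-1 subunits, at log2 fold changes of 0.79 and 1.02. The adjusted p of JUN was 0.0944 without si-ctrl replicate 1, 0.063 without si-PLANE replicate 1 and 0.0537 with DESeq2. That of FOSB was 0.193, 0.113, 0.147 and 0.0539 without si-ctrl replicates 1 and 2 and si-PLANE replicates 1 and 2, and 0.258 with DESeq2. Camera gave an adjusted p = 1.02e-10, and an adjusted p = 0.239 with an estimated correlation.

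Of 22 targets of NRF2, the regulator of the antioxidant response, 2 rose and 11 fell (2 and 12 when adjusted over the list alone), with a median of -0.38, against 3 rises, 9 falls and a median of -0.13 with scaling by library totals. TXNRD1, thioredoxin reductase, fell from 1090 ± 110 to 339 ± 26.6 CPM, 3.22-fold lower, and TXN, its substrate thioredoxin, was 1.87-fold lower. AKR1B10, an aldo-keto reductase, and NQO1, a quinone reductase, were 1.82-fold and 1.6-fold lower. HMOX1, haem oxygenase, and PIR, pirin, rose by 0.68 and 0.59 on the log2 scale and were named after their values were seen. The adjusted p of PIR was 0.0698 without si-ctrl replicate 1, 0.0535 without si-ctrl replicate 2 and 0.0843 without si-PLANE replicate 1. The camera test gave an adjusted p = 2.75e-07, and an adjusted p = 0.291 with an estimated correlation. In the list of the integrated stress and unfolded protein responses, 4 of 20 genes rose and 1 fell, as also when adjusted over the list alone, with a median of 0.07, against 9 rises, 1 fall and a median of 0.32 with scaling by library totals. DDIT3 (CHOP), a transcription factor of stress-induced cell death, rose 3.93-fold from 12.5 ± 0.69 to 49.5 ± 2.35 CPM, TRIB3, its pseudokinase target, 2.06-fold and ATF4, the central activator, 1.43-fold. DNAJB9, a chaperone of the endoplasmic reticulum, rose 1.67-fold and was named by the count of rises (adjusted p = 0.0672 without si-ctrl replicate 2 and 0.0508 with DESeq2), while SHMT2, a mitochondrial enzyme of serine metabolism, was 1.77-fold lower. Camera gave this list an adjusted p = 0.0938, which became 0.0283 without si-PLANE replicate 2 and 0.0373 with scaling by library totals.

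The study places PLANE beside hnRNPM, a splicing repressor, so splicing factors were examined as groups. HNRNPM was at 111 ± 12.4 and 99.8 ± 4.38 CPM in si-ctrl and si-PLANE cells (log2 fold change -0.16, edgeR adjusted p = 0.370), and the sign turned to 0.09 with scaling by library totals. Of 24 hnRNP genes, 1 rose and 11 fell (1 and 12 when adjusted over the list alone), with a median of -0.31, against 3 rises, 5 falls and a median of -0.06 with scaling by library totals. The falls numbered 6, 7, 7 and 10 without si-ctrl replicates 1 and 2 and si-PLANE replicates 1 and 2. HNRNPUL1, which also acts in DNA repair, was 3.41-fold lower, PTBP1, a repressor of exon inclusion, 1.94-fold (678 ± 94.0 to 349.6 ± 27.6 CPM; SD, n = 2 each) and HNRNPR 1.57-fold, while HNRNPA0, named after its value was seen, rose by 0.85 on the log2 scale. Its adjusted p was 0.139 without si-ctrl replicate 1, 0.0933 without si-ctrl replicate 2, 0.178 without si-PLANE replicate 1, 0.224 with DESeq2 and 0.0502 with limma-voom. Camera gave this list an adjusted p = 0.000163, and an adjusted p = 0.239 with an estimated correlation. Of 24 SR proteins and other splicing factors, 0 rose and 6 fell, as also when adjusted over the list alone, with a median of -0.19, against 5 rises, 2 falls and a median of 0.06 with scaling by library totals, and 2, 4, 4 and 6 fell in the same leave-outs. SRSF7 and SRSF3, which promote exon inclusion, were 1.62-fold and 1.39-fold lower. RBM39, a coactivator of U2AF, and RBFOX2, a tissue-type splicing regulator, fell by 0.42 and 0.55 on the log2 scale, calls lost without si-ctrl replicate 1 (adjusted p = 0.0902 and 0.0944), without si-PLANE replicate 1 (0.0526 and 0.0905) and with scaling by library totals (0.148 and 0.0654). Camera gave an adjusted p = 0.0438, an adjusted p = 0.626 with an estimated correlation, 0.0977 without si-ctrl replicate 1 and 0.109 without si-PLANE replicate 2.

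Genes of the cytosolic ribosome fell by small amounts. Of 51 ribosomal protein genes, 0 rose and 49 fell, as also when adjusted over the list alone, with a median log2 fold change of -0.40. RPS27A fell from 7197 ± 370 to 3834 ± 260 CPM (SD, n = 2 each), and RPS20 and RPL26 were 1.52-fold and 1.47-fold lower. With scaling by library totals 1 rose and 20 fell, with a median of -0.14. Without si-ctrl replicates 1 and 2 and si-PLANE replicates 1 and 2 in turn, 25, 40, 36 and 48 fell, with medians of -0.38, -0.45, -0.38 and -0.46. The camera test gave an adjusted p = 4.51e-17, and an adjusted p = 0.396 with an estimated correlation. The transcripts of this list are short, with a median annotated length of 892 nt, and fold changes rose with length over 10594 genes with an annotated length (Spearman correlation across genes, which are not independent replicates, 0.0921).

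**Figure D2:**
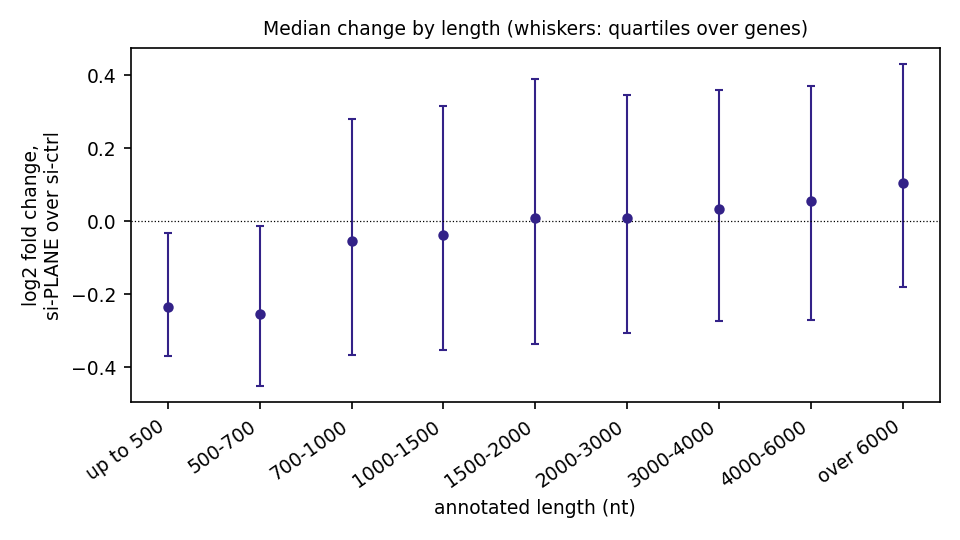
Median log2 fold change of si-PLANE over si-ctrl (points; whiskers, quartiles over genes) of tested genes by annotated length in nt, on the TMM scale. The 199 genes of 500 to 700 nt had a median of -0.25 and the 1480 genes over 6000 nt a median of 0.11.

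Of 13 mitochondrially encoded genes, 0 rose and 5 fell (7 when adjusted over the list alone), with a median of -0.26, and with scaling by library totals 2 fell and the median was -0.01. The falls numbered 4, 2, 4 and 6 without si-ctrl replicates 1 and 2 and si-PLANE replicates 1 and 2. MT-CO3 and MT-CO2, subunits of cytochrome c oxidase, were 1.48-fold and 1.34-fold lower. MT-CO1, the catalytic subunit of the same enzyme, and MT-ND1 and MT-ND2, subunits of complex I, fell by 0.32, 0.30 and 0.25 on the log2 scale, the last named after its value was seen. Without si-ctrl replicate 2 their adjusted p was 0.102, 0.251 and 0.296, without si-PLANE replicate 1 it was 0.124 for MT-ND1 and 0.103 for MT-ND2, without si-ctrl replicate 1 it was 0.0635 for MT-ND2, and with scaling by library totals it was 0.413, 0.641 and 0.995. Camera gave an adjusted p = 0.00465, an adjusted p = 0.656 with an estimated correlation, and 0.0872 without si-ctrl replicate 2. Of 26 nuclear OXPHOS subunits, 1 rose and 9 fell (1 and 14 when adjusted over the list alone), with a median of -0.23, against 2 rises, 0 falls and a median of 0.02 with scaling by library totals. In the same leave-outs 2, 3, 3 and 11 fell. NDUFB3, a complex I subunit, and CYC1, cytochrome c1 of complex III, were 1.33-fold and 1.39-fold lower, calls lost with scaling by library totals (adjusted p = 0.106 and 0.0897), and for CYC1 without si-ctrl replicate 2 (0.0544). The camera test gave an adjusted p = 0.0173, an adjusted p = 0.585 with an estimated correlation, and 0.0802 without si-PLANE replicate 2. With the trend over length removed, the median was -0.15 for the mitochondrially encoded list (adjusted p = 0.157) and -0.20, close to the value before, for the OXPHOS list (0.171).

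Of 14 genes used as housekeeping references, 0 rose and 7 fell (8 when adjusted over the list alone), with a median of -0.41, against 1 rise, 5 falls and a median of -0.15 with scaling by library totals. TUBB, a beta-tubulin, PGK1, a glycolytic kinase, and PPIA, cyclophilin A, fell by 1.03, 0.75 and 0.56 on the log2 scale. GAPDH was at 53.4 ± 1.84 and 45.4 ± 1.23 CPM (log2 fold change -0.23, edgeR adjusted p = 0.194), with a sign that turned to 0.02 with scaling by library totals. The level of GAPDH rests on the reads assigned to it, and whether other reads of the gene were assigned elsewhere was not tested. Camera gave an adjusted p = 0.000163, and an adjusted p = 0.246 with an estimated correlation.

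In the NCOR corepressor complex, 0 of 13 genes passed edgeR's test at gene level, as also when adjusted over the list alone, with 3 at an unadjusted p under 0.05. DESeq2 and limma-voom also passed 0, with 0 and 3 at an unadjusted p under 0.05. Scaling by library totals passed 2, the fit with no low-count filter 2 and the replicate number as a block 1, all upward. HDAC3, the deacetylase of the complex, and HDAC4, a deacetylase that it recruits, had the smallest p, with log2 fold changes of 0.65 and -0.58 (edgeR adjusted p = 0.0834 and 0.132), of which HDAC3 passed with scaling by library totals (0.0251) and with no low-count filter (0.0401). The list median was -0.08, or 0.17 with scaling by library totals, and camera gave an adjusted p = 0.834. Its member NCOR1 was at 30.9 ± 4.34 and 31.0 ± 6.06 CPM (log2 fold change -0.01), with a sign that turned to 0.25 with scaling by library totals, to 0.14 without si-ctrl replicate 1 and to 0.17 without si-PLANE replicate 1. Of 18 nuclear receptor targets, 1 rose and 0 fell, as also when adjusted over the list alone (adjusted p = 0.184, or 0.0157 without si-PLANE replicate 2), against 4 and 0 with scaling by library totals and 5 and 0 without si-PLANE replicate 2. On the TMM scale it was SCD, the desaturase of stearate, which rose 2.53-fold, followed by DHRS3, a retinal reductase, at a log2 fold change of 0.32 (adjusted p = 0.116, or 0.0445 without si-PLANE replicate 2). Of 15 interferon response genes, 0 rose and 1 fell, as also when adjusted over the list alone (adjusted p = 0.718), with a median of 0.23, against 4 rises, 1 fall and a median of 0.48 with scaling by library totals, and 3 rises and 1 fall without si-PLANE replicate 2. The fall was in OAS3, a sensor of double-stranded RNA, at a log2 fold change of -1.45 (-2.04 without si-PLANE replicate 1). ISG20, an exonuclease, had a log2 fold change of 0.41 (adjusted p = 0.0589), which passed with scaling by library totals (0.0102).

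Of 21 hypoxia and glycolysis genes, 2 rose and 5 fell (4 and 6 when adjusted over the list alone), against 8 and 2 with scaling by library totals, and camera gave an adjusted p = 0.560 with a direction down while the median was 0.03. ENO1 and PGK1, enzymes of glycolysis, were 2.15-fold and 1.68-fold lower, and PFKFB3, which makes an activator of glycolysis, rose 1.59-fold. TPI1, triosephosphate isomerase, and LDHA, lactate dehydrogenase, fell by 0.38 and 0.30 on the log2 scale, calls lost without si-ctrl replicate 1 (adjusted p = 0.0731 and 0.152) and with scaling by library totals (0.140 and 0.506), and for LDHA without si-PLANE replicate 1 (0.0505). PFKFB4, a relative of PFKFB3, fell by 0.88, and EGLN3, an oxygen-sensing hydroxylase, rose by 1.09. Without si-ctrl replicate 1, si-ctrl replicate 2 or si-PLANE replicate 1 the adjusted p of PFKFB4 was 0.0918, 0.0962 and 0.107 and that of EGLN3 was 0.150, 0.0542 and 0.215, and with DESeq2 it was 0.169 and 0.0597. LDHA, PFKFB4 and EGLN3 were named after their values were seen.

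Of 22 cholesterol synthesis genes, 1 rose and 3 fell, as also when adjusted over the list alone, against 5 and 0 with scaling by library totals, and camera gave an adjusted p = 0.718 with a direction down and a median of 0.00. FDFT1, squalene synthase, and NSDHL, a sterol dehydrogenase, fell by 0.38 and 0.51 on the log2 scale, and STARD4, a sterol carrier, rose by 1.33. These 3 calls were lost without si-ctrl replicate 1 (adjusted p = 0.118, 0.132 and 0.208) and without si-PLANE replicate 1 (0.0545, 0.0945 and 0.0620). Those of NSDHL and STARD4 were also lost without si-ctrl replicate 2 (0.0660) and si-PLANE replicate 2 (0.0926).

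Of 12 epithelial markers, 4 rose and 3 fell, as also when adjusted over the list alone (camera adjusted p = 0.345), against 6 and 2 with scaling by library totals. CLDN1, a tight junction protein, was 2.28-fold lower and KRT7, a keratin, 1.55-fold lower, while ELF3, an epithelial transcription factor, rose 1.65-fold and MUC1, a membrane mucin, 2.96-fold. CLDN7, another tight junction protein, rose by 2.26 and DSP, a protein of desmosomes, by 0.66, and KRT18, a keratin, fell by 0.29 on the log2 scale, the 3 of them named after their values were seen. The log2 fold change of CLDN7 was 4.86 without si-ctrl replicate 1 and 1.58 without si-ctrl replicate 2. Without si-PLANE replicate 1 the adjusted p of CLDN7, DSP and KRT18 was 0.110, 0.0696 and 0.110, without si-ctrl replicate 2 it was 0.0766 for DSP and 0.291 for KRT18, and it was 0.0705 for DSP without si-ctrl replicate 1 and 0.0539 for KRT18 without si-PLANE replicate 2. Of 11 mesenchymal and matrix genes, 1 rose and 1 fell, as also when adjusted over the list alone (adjusted p = 0.560), against 1 and 0 with scaling by library totals. FN1, fibronectin, rose by 0.50, a call lost without si-ctrl replicate 1 (0.110), si-ctrl replicate 2 (0.0825) or si-PLANE replicate 2 (0.0574). COL4A2, a basement membrane collagen, fell by 0.66 on the log2 scale, a call lost without si-ctrl replicate 2 (0.231), si-PLANE replicate 1 (0.136) or si-PLANE replicate 2 (0.0820). With scaling by library totals the mesenchymal median turned from -0.16 to 0.09.

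Few markers of other cell types had enough reads for a test. Of 10 markers each of fibroblasts, leukocytes and endothelium, 1 fibroblast gene (LUM, a matrix proteoglycan; log2 fold change 1.45, edgeR adjusted p = 0.0561), 1 leukocyte gene (CD14, an endotoxin coreceptor, which rose by 0.95, adjusted p = 0.00711) and 1 endothelial gene (EGFL7, a secreted vessel factor; 0.14, adjusted p = 0.455) were tested. With 1 tested gene per list, adjusting over the list alone leaves the p unadjusted. In that reading LUM and CD14 were under 0.05 upward and EGFL7 was not.

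**Figure D3:**
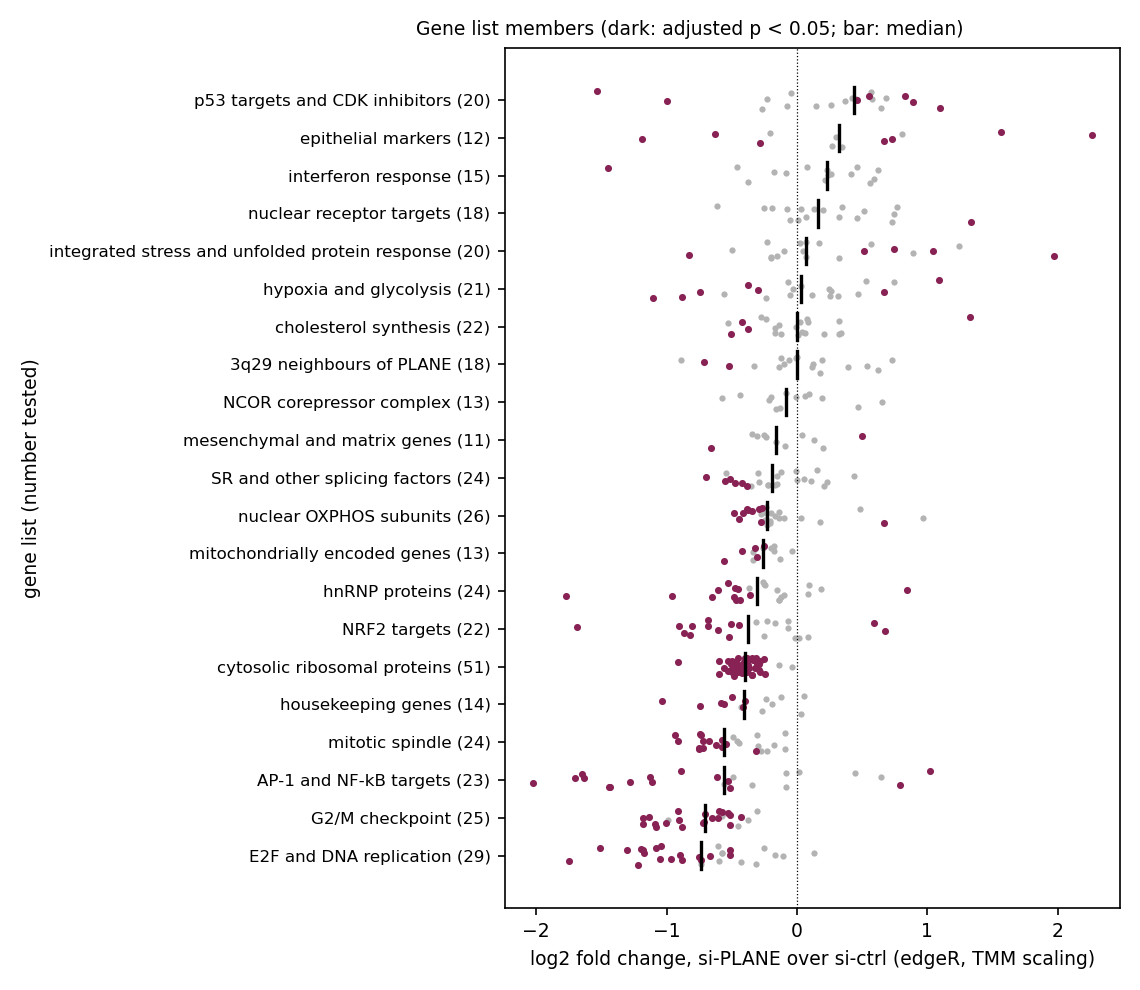
Log2 fold change of si-PLANE over si-ctrl on the TMM scale for each tested member of the 21 gene lists with at least 3 tested genes (points; dark, adjusted p under 0.05; bar, list median), with the number tested in brackets. Medians ran from -0.74 for the E2F list to 0.43 for the p53 list, and with scaling by library totals they moved upward, turning above 0 for the splicing factor (0.06), NCOR complex (0.17), OXPHOS (0.02), mesenchymal (0.09) and 3q29 (0.25) lists.

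At transcript level the same genes led. Transcripts HIST2H2BE-001, HIST1H4H-201, ONT.11211.3 of HIST1H2AC, ONT.11530.2 of HIST1H2BJ and NUPR1-001 had the largest rises, by log2 fold changes of 3.48 (2.84 and 4.19 without si-ctrl replicates 1 and 2), 3.17, 3.10, 3.01 and 3.00. The largest falls were in HBG1-001, HBA2-001, HBB-001, DEFA3-001 and HBA1-001, whose 4 haemoglobin calls were lost with limma-voom (adjusted p = 0.361 for HBG1-001, 0.352 for HBA2-001, 0.283 for HBB-001 and 0.376 for HBA1-001). For transcript-level differential expression, edgeR found that 1830 transcripts rose and 2106 fell among 26028 tested, with 8108 at an unadjusted p under 0.05, and 947 had risen and 687 had fallen at least 2-fold. With scaling by library totals the split was 3478 against 1042, and DESeq2 called 1498 transcripts. Over 16778 transcripts with an annotated length, fold changes rose with length (Spearman correlation across transcripts, which are not independent replicates, 0.15). The median log2 fold change was -0.264 for those up to 500 nt and 0.172 for those over 6000 nt. This trend was not removed for the transcript calls or for isoform usage. The authors' deposited table marked 103 transcripts up and 191 down at an adjusted p limit of 0.01 and a fold limit of 2. All 294 of these passed here in the same direction, and 3642 of the 3936 calls made here had no call in the authors' deposited table.

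Whether splicing differed between si-PLANE and si-ctrl cells was asked through isoform usage, the level of each transcript relative to its gene. In NQO2, a quinone reductase, the unannotated transcript ONT.11154.2 rose from 1.45% ± 0.573 to 15.4% ± 1.41 of the reads of its gene (SD, n = 2 each; edgeR adjusted p = 0.000306). In NT5C3A, a pyrimidine nucleotidase, ONT.12231.1 rose from 22.9% ± 1.48 to 51.3% ± 0.468 while NT5C3A-011 went from 43.0% ± 1.07 to 26.2% ± 2.05. In EAF2, a transcription elongation cofactor, ONT.9450.2 rose from 3.15% ± 1.6 to 27.9% ± 5.93. In ERICH1, a glutamate-rich protein, ONT.12778.7 fell from 31.5% ± 3.27 to 10.5% ± 0.0135, and in ITGB1BP1, a regulator of integrin activation, ITGB1BP1-002 fell from 14.0% ± 1.97 to 4.91% ± 0.476. In LACTB2, an endoribonuclease of mitochondria, ONT.12900.2 rose from 2.03% to 6.33%. The shifts in GNB2L1 (a scaffold of the ribosome), PSMA1 (a proteasome subunit), ASPH (an aspartate hydroxylase) and SNRPE (a core spliceosome protein) were in transcripts at 3.00% of their gene or less in the si-ctrl and si-PLANE means.

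In all, 24 of 5948 genes with at least 2 tested transcripts passed edgeR's Simes test (0.403%), with 318 at an unadjusted p under 0.05, and 20 of the 24 held unannotated transcripts. Of these 24 genes, 11 also changed at gene level and 13 did not. Of 21 hnRNP genes with at least 2 tested transcripts 0 passed, with 1 at an unadjusted p under 0.05 and 0 passing the F test, and of 20 splicing factor genes 0 passed, with 3 at an unadjusted p under 0.05 and 1 passing the F test. The number of genes that passed was 0 without si-ctrl replicate 1 and 0 without si-ctrl replicate 2 in edgeR's test (160 and 161 at an unadjusted p under 0.05), 15 without si-PLANE replicate 1 and 114 without si-PLANE replicate 2. With 1 library in a group, that library was assumed to vary like the others. The isoform usage of ITGB1BP1 also lost its call without si-PLANE replicate 1 (adjusted p = 0.0617) and SNRPE without si-PLANE replicate 2 (0.0936). In simulated libraries of this depth, the level of the most abundant transcript of a gene was raised 3-fold. This moves its usage by less than 3-fold, and the change was recovered in 126 of 195 genes.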

Values the study reported

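In its RNA-seq of A549 cells, the study used MAJIQ, a method that quantifies local splicing variations. With it the study counted 46916 AS events with PLANE knockdown and 48635 without it, spread over 10187 genes. These are totals of events found and not of changed events, so they are no counterpart of the isoform usage counts above. The study's estimate of PLANE abundance ran from about 157 to 262 molecules per cell in A549 and H1299.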

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

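Scaling by library totals, removal of the length trend and leaving out blood marker genes were tests chosen after the results were seen. Of 1750 alternative values for named genes and transcripts, 1570 kept their direction and side of the threshold, 155 lost their call, 17 gained one and 8 changed direction. Of 252 for single lists, 221 kept both, 22 lost their call, 4 gained one and 5 changed direction. The causes below were not tested unless stated.

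For gene-level differential expression, DESeq2 gave 1378 genes (412 up, 966 down) and an unadjusted p under 0.05 with a log2 fold change over 1 gave 966 (607 up, 359 down), against 2724. For transcript-level differential expression these gave 1498 and 2415, against 3936. Leaving out each library gave 984 to 2620 genes and 0 to 114 genes for isoform usage against 24, with the lone library assumed to vary like the other group. The smaller counts have fewer samples behind them. Isoform usage passed 7 genes with no low-count filter, 9 with transcripts at 10% or more of their gene and 71 with the F test. Gene list tests passed 0 lists by camera with an estimated correlation and 10 by fry, against 11.

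With library totals only, HNRNPM turned to 0.0945, GAPDH to 0.0178 and NCOR1 to 0.25. Over the libraries left out, NCOR1 ran from -0.25 to 0.17, MFI2 from -0.62 to 0.54 and PDK4, a nuclear receptor target at 0.73, from -0.21 to 1.24. The mesenchymal and matrix genes turned up with no low-count filter (adjusted p = 0.924). Lists that changed direction when a library was left out had adjusted p from 0.559 to 0.967 (3q29 neighbours of PLANE), 0.137 to 0.672 (interferon response) and 0.525 to 0.994 (NCOR corepressor complex).

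With the replicate number as a replicate block, gene-level differential expression gave 2859 genes (1311 up, 1548 down), transcript-level differential expression gave 4705 transcripts, isoform usage 22 genes and the gene list tests 11 lists. Alternatives for PLANE were not run, as it was not analysed here, and pseudocounts were not varied, since counts were tested. A 1.5-fold change was recovered for 20.0% of simulated genes and 8.20% of simulated transcripts, so small changes can be missed. The simulation changed far fewer genes and transcripts than passed in the data, so these rates do not give the recovery of the real tests.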

Other observations

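All tests in this part, and its groups of genes other than the ribosomal protein list, were chosen after the results were seen, while the limits for length and for matched gene sets were set before those 2 tests were run. Of 14 tested genes whose symbol begins with HIST, 11 rose and 0 fell in edgeR's test under each of TMM, DESeq2 size factor and library-total scaling, with 12 at an unadjusted p under 0.05 in the main test and a median log2 fold change of 2.03. Besides those named above they were HIST2H4B, HIST1H2BK, HIST1H2BC, HIST1H2BD and HIST1H4E, at 1.96, 1.80, 2.11, 1.69 and 1.51. HIST1H4J and HIST1H4C, which did not pass, had log2 fold changes of -0.36 and -0.35. Camera gave p = 8.53e-26 for the set by limma's method at the preset correlation and 0.0242 with an estimated one. These symbols mix genes of clusters on chromosomes 1 and 6, where members of the same family may share reads, and the genes were picked because they rose.

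Chaperones of protein folding fell. Of 18 genes, 0 rose and 17 fell by edgeR's test, or 0 and 14 with scaling by library totals, with a median of -0.65. HSPE1, the HSP10 cofactor of mitochondrial folding, fell from 1676 ± 19.5 to 566 ± 23.6 CPM, HSP90AA1, the inducible HSP90, from 1028 ± 23.0 to 489 ± 15.6 CPM, and CCT2, a subunit of the cytosolic chaperonin, from 388 ± 1.26 to 193 ± 8.90 CPM. Of 20 nucleolar genes of ribosome assembly, 0 rose and 16 fell, or 0 and 10 with scaling by library totals, with a median of -0.57. NOP56, of the methylation complex of rRNA, NCL, nucleolin, and DKC1, the pseudouridine synthase dyskerin, fell by 1.19, 0.86 and 1.14 on the log2 scale. Adjusted over these 2 lists alone, camera gave p = 5.97e-19 and 2.22e-11, and 0.0209 and 0.0410 with an estimated correlation. The fixed lists were adjusted over 21, so these values cannot be set beside theirs. Unadjusted, camera with an estimated correlation gave p = 0.0104 and 0.0410, against 0.0115 for the fixed G2/M list. Both lists were put together after the results were seen, so these p-values are no independent test. Of 305 KEGG pathways, 24 passed camera downward and 2 upward, and 0 with an estimated correlation (lowest adjusted p = 0.828). The lowest p were those of Ribosome (4 up and 104 down of 185), DNA replication (0 and 25 of 36), Cell cycle (2 and 42 of 117), Ribosome biogenesis in eukaryotes (1 and 33 of 77) and Proteasome (0 and 21 of 45), and the 2 upward pathways were Insulin secretion (10 and 1 of 41) and Retinol metabolism (7 and 1 of 28).

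The haemoglobin and defensin reads of the si-ctrl libraries have RNA of red blood cells as a candidate source. Of 11 further red-cell markers, 9 had reads in the si-ctrl libraries (1238 in all, 1014 of them from HBG2) and none in the si-PLANE libraries, while SLC25A37 (299 and 203 against 201 and 137 reads) and BPGM (216 and 128 against 136 and 106) had reads in all 4 libraries. The 9 were counted apart as markers without reads in si-PLANE, which fixes that side of the comparison, and the level of the other 2 in these cells would hide a small share, so this source stays open. The ratio of haemoglobin to defensin reads was 15.2 in si-ctrl replicate 1 and 0.992 in si-ctrl replicate 2, a 15.3-fold difference (exact interval 12.5 to 18.7), which excludes 1 source of 1 composition in both libraries. Haemoglobin CPM differed 22.8-fold between the si-ctrl libraries, which argues against a loss through the knockdown from a level that control cells share. Defensin CPM differed 1.49-fold, so for these genes a loss through the knockdown, RNA of granulocytes and a difference between the groups in handling cannot be told apart with 2 libraries against 2.

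The fall of ribosomal protein genes was weighed against length, level and scaling. With the trend over length removed, the Spearman correlation across genes went from 0.0921 to -0.00941 while the list median stayed at -0.30 (quartiles -0.37 to -0.23; 33 genes down; camera adjusted p = 8.41e-11), against length as the whole cause. With scaling by library totals the median was -0.14 (quartiles -0.21 to -0.08, 48 of 51 genes below 0), against scaling as the whole cause. Of 10000 random gene sets matched on length and level, 3.8% had a median as low as the list. The matched sets had a typical median of -0.32, against -0.40 for the 50 list genes with an annotated length. Matched genes thus fell too, by less than the list. The limit of 5% set beforehand was not used, because the matched genes were less abundant than the list (median log2 CPM 10.7 against 11.58). A trend of short and abundant genes thus stays open. Slower growth, which may go with the lower cell cycle genes, was not tested in these libraries and stays open too. The study reports that PLANE siRNA lowered proliferation and colony formation in several cancer cell lines.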
